A study of Mus musculus with 6 samples. Its data were reported in "Protective effects of macrophage-specific integrin α5 in myocardial infarction are associated with accentuated angiogenesis" (2023).

How the data were processed

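The series held 6 RNA-seq libraries of macrophages taken from mouse hearts 7 days after permanent coronary occlusion. Per the labels, 3 libraries came from ITGA5 fl/fl mice, in which the gene of the integrin α5 chain is flanked by recombination sites and intact. The other 3 came from Myα5KO mice, in which Cre recombinase, expressed from the lysozyme M locus, removes the gene in myeloid cells. Per the labels, the infarcted hearts were those of 12-week-old mice. Tissue of individual hearts was digested with enzymes, cells carrying the neutrophil antigen Ly6G were removed on a magnetic column, and cells carrying CD11b were then retained. Polyadenylated RNA was made into libraries and sequenced as paired-end reads. Each library was assigned to its group and replicate number from its title.

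The authors removed adapter, poly-N and low-quality reads, aligned the rest to the mouse genome build GRCm38 with TopHat2 and counted reads per gene with HTSeq. The deposited counts are whole numbers of reads per gene, without normalization. How multi-mapped reads and strand were handled is not stated, so counts of near-identical and overlapping genes are uncertain. The authors also deposited FPKM values for the same genes. A comparison of both tables showed that each FPKM value equals the count divided by the gene length and a constant per library. This constant was proportional to the DESeq2 size factor of the library, computed here from the counts, so the FPKM values carry that scaling. The deposited gene length, in bases, is a single value per gene. The count table listed 54532 genes, of which 27687 had a count in any library, and every row named a gene.

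Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization and the default expression filter (minimum count 10, minimum total count 15), which kept 14522 genes. P-values are two-sided and were adjusted by the Benjamini-Hochberg method, and genes at an adjusted p of 0.05 or less are called changed. Fold changes are Myα5KO over ITGA5 fl/fl on the log2 scale, with their standard error (SE). CPM are counts scaled to a common library size with the TMM factors. The summed CPM of marker lists were scaled by library totals alone. No covariate was used. The methods of the study name DESeq2 and do not state its design. DESeq2 1.42.0 was run as an alternative. Gene sets were tested with camera in limma 3.58.1 (preset inter-gene correlation 0.01, sets with 4 or more tested genes), with fry and with camera under an estimated correlation beside it. Library-level measures were compared with an exact two-sided permutation test, whose smallest p in this design is 0.1.

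The 26 gene lists, the tests and the alternatives named below were fixed before the data were examined, except where stated. One further list, of genes of body cavity macrophages, was written later. The genes named are Itga5, Lyz2, the genes of the PCR array, mediator and integrin lists, and the 6 genes with the largest increase and the 6 with the largest decrease. These 12 had to have an adjusted p of 0.05 or less, a mean of at least 100 counts per library, all 3 Myα5KO libraries on one side of all 3 ITGA5 fl/fl libraries, and a symbol that was not a predicted or RIKEN name. Genes named outside this rule were chosen after their values were seen. The alternatives were DESeq2, limma-voom, limma with trend on log2(FPKM + 1) and on log2(FPKM + 0.1) for genes with an FPKM of at least 1 in at least 3 libraries, median-ratio, upper quartile and library-size scaling, no count filter, at least 10 counts in every library, protein-coding genes, the replicate number as a block, each library left out in turn, an adjusted p of 0.01, and a test against a minimum of 1.5-fold. A correction for gene length, a correction for GC share, thinning to equal depth and the angiogenic list without Itga5 were chosen after seeing the data. GC share came from the longest transcript of each gene in the GENCODE M21 annotation and was available for 99.9% of tested genes.

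The scripts were tested on simulated data for 14522 genes, in which 200 were changed by known fold changes. The edgeR test recovered 90.3% of the 124 genes changed by 2-fold or more and 59.2% of the 76 genes with smaller changes. Its filter kept 14282 of the simulated genes, and of its 169 calls 12 were false (7.1%). In a further simulated test, camera gave an unadjusted p under 0.05 to 1 of 50 unchanged sets. Genes were simulated independently and these sets drawn at random, so this does not test sets whose genes move together. Totals per library lay between 15424451 and 18419287 counts. Counts come from amplified reads without molecular identifiers, so the precision they give covers counting error only. In vitro libraries, single cells and protein data of the study were not analysed here.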

Results

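To examine how loss of the α5 integrin chain alters the macrophages of a healing infarct, RNA-seq libraries of Ly6G-negative, CD11b-positive cardiac cells were compared between 3 ITGA5 fl/fl and 3 Myα5KO hearts, 7 days after coronary occlusion. Total counts were 15424451, 17413402 and 18152357 in the ITGA5 fl/fl libraries and 18232574, 18356168 and 18419287 in the Myα5KO libraries. All Myα5KO totals exceeded all ITGA5 fl/fl totals, by a narrow margin. Between 21446 and 22338 genes had a count in each library. Correlation of log2 CPM across genes ranged from 0.9895 to 0.9915 for pairs of libraries of one group and from 0.9851 to 0.9883 for pairs from different groups. Genes are not independent replicates, so these values describe the libraries only. No 2 libraries of a group agreed within sampling noise, because their chi-square statistic per degree of freedom was at least 5.61. The first principal component, with 36.4% of the variance, separated the groups.

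The targeted gene was examined first, as a check of the labels. Itga5 (ENSMUSG00000000555, GRCm38 chromosome 15, 103344286 to 103366763, minus strand, protein coding) was lower in every Myα5KO library. Its expression was 607 ± 43.2 CPM in ITGA5 fl/fl macrophages and 48.7 ± 1.48 CPM in Myα5KO macrophages (SD, n = 3 each), which left 8.02% of the control level. The log2 fold change of Itga5 was -3.64 (SE 0.08, edgeR adjusted p 4.42e-12). Individual libraries held 9745, 9666 and 10536 Itga5 counts in ITGA5 fl/fl and 939, 915 and 895 in Myα5KO.

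The Cre driver is inserted into Lyz2, which encodes lysozyme M, so this gene gave a second check. Lyz2 (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321, minus strand, protein coding) had 7315 ± 287 CPM in ITGA5 fl/fl and 3874 ± 254 CPM in Myα5KO macrophages (SD, n = 3 each). This corresponded to 53% of the control level, with a log2 fold change of -0.92 (SE 0.08, edgeR adjusted p 4.27e-05). The adjacent paralog Lyz1 (ENSMUSG00000069515, chromosome 10, 117287797 to 117292868, minus strand, protein coding) lies 5475 bases from Lyz2. Lyz1 rose from 14.4 ± 1.84 CPM to 103 ± 20.2 CPM (SD, n = 3 each), a log2 fold change of 2.84 (SE 0.14, edgeR adjusted p 1.02e-07). The 2 genes share sequence: 16.1% of the 50-base words of Lyz1 also occur in Lyz2, so their counts are uncertain to that extent. No word of 150 bases, the read length, was shared.

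**Figure D1:**
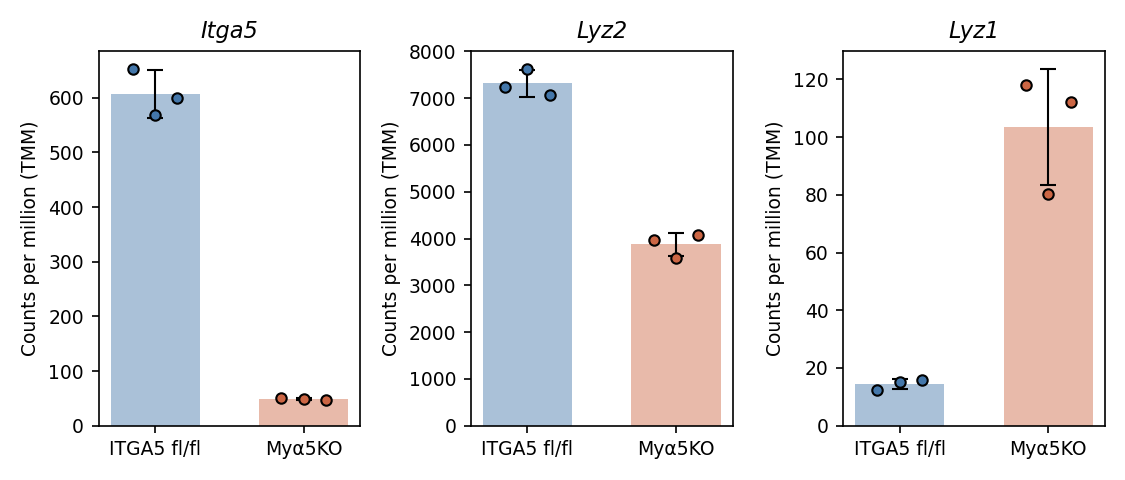
Expression of Itga5, Lyz2 and Lyz1 in CPM, scaled by TMM, on linear axes that differ between panels. Points are the 3 libraries of each group, bars their mean and error bars the SD. In each panel all 3 Myα5KO libraries lie on one side of all 3 ITGA5 fl/fl libraries.

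Of 14522 tested genes, 1271 (8.75%) were changed at an edgeR adjusted p of 0.05 or less, with 517 higher and 754 lower in Myα5KO macrophages. Most changes were small. The median absolute log2 fold change of the called genes was 0.43, and 107 of them moved more than 2-fold (28 higher and 79 lower). The 3 libraries of each group did not overlap for 28.6% of tested genes, against the 10% that chance gives. The count of changed genes moved most with the size of effect required: only 15 genes passed a test against a minimum of 1.5-fold. DESeq2 called 407 genes higher and 756 lower. When libraries were scaled by their totals only, 1212 genes were higher and 518 lower, which raised the share of higher genes among calls from 40.7% to 70.1%, so the balance of directions depends on the scaling.

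**Figure D2:**
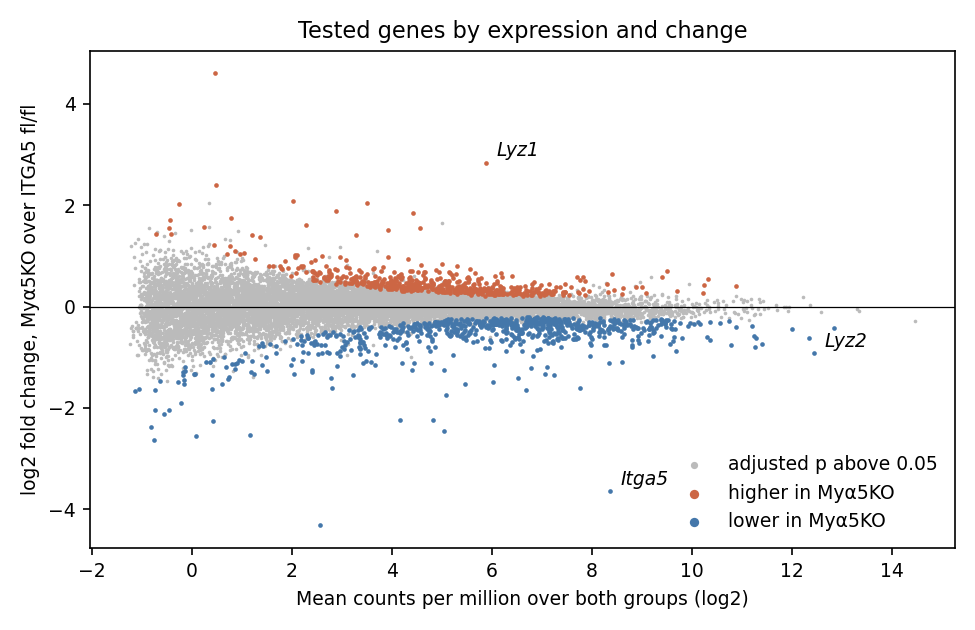
Each point is one of the 14522 tested genes. The horizontal axis is the mean CPM over both groups (log2 scale) and the vertical axis is the log2 fold change of Myα5KO over ITGA5 fl/fl. Coloured points are the 517 higher and 754 lower genes at an edgeR adjusted p of 0.05 or less, and Itga5, Lyz1 and Lyz2 are marked.

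Among well expressed genes with separated groups, Lyz1 had the largest increase. It was followed by Ltf (ENSMUSG00000032496, chromosome 9, 111019271 to 111042767), Camp (ENSMUSG00000038357, chromosome 9, 109847379 to 109849617), Ngp (ENSMUSG00000032484, chromosome 9, 110419747 to 110423012), S100a9 (ENSMUSG00000056071, chromosome 3, 90692632 to 90695721) and S100a8 (ENSMUSG00000056054, chromosome 3, 90668978 to 90670035), which encode proteins abundant in granulocytes. Their log2 fold changes were 2.05, 1.89, 1.85, 1.55 and 1.51. These transcripts were scarce. Ngp reached 33.3 ± 17.6 CPM in Myα5KO against 9.26 ± 2.63 CPM in ITGA5 fl/fl macrophages, and Ltf 18.3 ± 7.17 against 4.43 ± 1.81 CPM (SD, n = 3 each). Adjusted p in the edgeR test was 0.00143 for Ltf and 0.0145 for S100a9. S100a9 was not called by DESeq2 (adjusted p 0.0793, within a range of 0.00045 to 0.527 over its alternatives) or without ITGA5 fl/fl replicate 2 (log2 fold change 1.26). On the FPKM scale with a pseudocount of 0.1, none of Ltf, Camp, Ngp, S100a9 and S100a8 was called.

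The largest decrease belonged to the immunoglobulin segment Ighv1-19 (ENSMUSG00000096410, chromosome 12, 114708648 to 114709135), with a log2 fold change of -4.32. A single library decided its size, because ITGA5 fl/fl replicate 3 held 478 counts against 86 and 16 in the other controls, and without that library the value was -2.53. It was not called by limma-voom or on the FPKM scale. Ighv1-19 belongs to a multigene family, so its count is uncertain. Itga5 ranked next. Serpinb2 (ENSMUSG00000062345, chromosome 1, 107511423 to 107535478), Alox15 (ENSMUSG00000018924, chromosome 11, 70344152 to 70352031) and Prg4 (ENSMUSG00000006014, chromosome 1, 150449412 to 150466165) fell by 2.45, 2.24 and 2.24 on the log2 scale. Their control libraries differed widely. Serpinb2 had 14.3 CPM in ITGA5 fl/fl replicate 1, against 83.3 and 68.8 CPM in replicates 2 and 3 and 7.38 to 11.8 CPM in Myα5KO. Serpinb2 and Alox15 were not called on the FPKM scale with either pseudocount, nor Prg4 with a pseudocount of 1, nor Alox15 by limma-voom. Cxcl3 (ENSMUSG00000029379, chromosome 5, 90786103 to 90789600) fell by 1.64 (SE 0.17, edgeR adjusted p 0.00016).

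The study used a PCR array on RNA of the same cell type and named 5 angiogenesis regulators as lower in Myα5KO macrophages. The methods of the study state that RNA from this isolation served both the array and the sequencing, so the array was not treated as independent evidence. In the libraries, 4 of the 5 were lower over all genes tested and 5 of the 5 when adjusted over the list alone. Vegfa (ENSMUSG00000023951, chromosome 17, 46016993 to 46032369) had 664 ± 37.7 CPM in ITGA5 fl/fl and 502 ± 73 CPM in Myα5KO macrophages (SD, n = 3 each), a log2 fold change of -0.40 (SE 0.10, edgeR adjusted p 0.0189). Vegfa was not called without ITGA5 fl/fl replicate 1 (-0.39) or 2 (-0.38) or on the FPKM scale, and its log2 fold change ranged from -0.51 to -0.30 over the 6 fits that each left out a library. Cxcl1, Cxcl2 and Csf3 fell by 0.97, 0.81 and 1.09. Tgfb2 fell by 0.56 at 3.60 CPM in controls and was not called (edgeR adjusted p 0.158). In the test against a minimum of 1.5-fold 0 of the 5 were called, with 3 at an unadjusted p under 0.05. Of 8 regulators for which the study named no difference, 0 were changed over all genes tested, and 1 was lower when adjusted over the list alone. This was Igf1, with 281 ± 0.551 CPM against 242 ± 13.1 CPM, a log2 fold change of -0.22 (edgeR adjusted p 0.0552). DESeq2 called it (adjusted p 0.0211, within a range of 0.0211 to 1 over its alternatives). It was the 1 gene of the 8 with an unadjusted p under 0.05.

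The study also named 14 secreted or matrix mediators as lower, from these same libraries, so that list is not independent evidence. In the edgeR test 13 of the 14 were lower over all genes tested, and 14 of 14 when adjusted over the list alone. Fold changes on the log2 scale ran from -1.64 (Cxcl3) to -0.29 (Il1b). Il10 had 447 ± 68.5 CPM in ITGA5 fl/fl and 206 ± 20.8 CPM in Myα5KO macrophages. Emilin2 fell by 0.45 and Ecm1 by 0.39. The smallest of these changes was the least stable: Il1b lost its call in each of the 6 fits that left out a library except the one without Myα5KO replicate 2, and also on the FPKM scale and with library-size scaling. Without ITGA5 fl/fl replicate 3, 9 of the 14 were called.

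**Figure D3:**
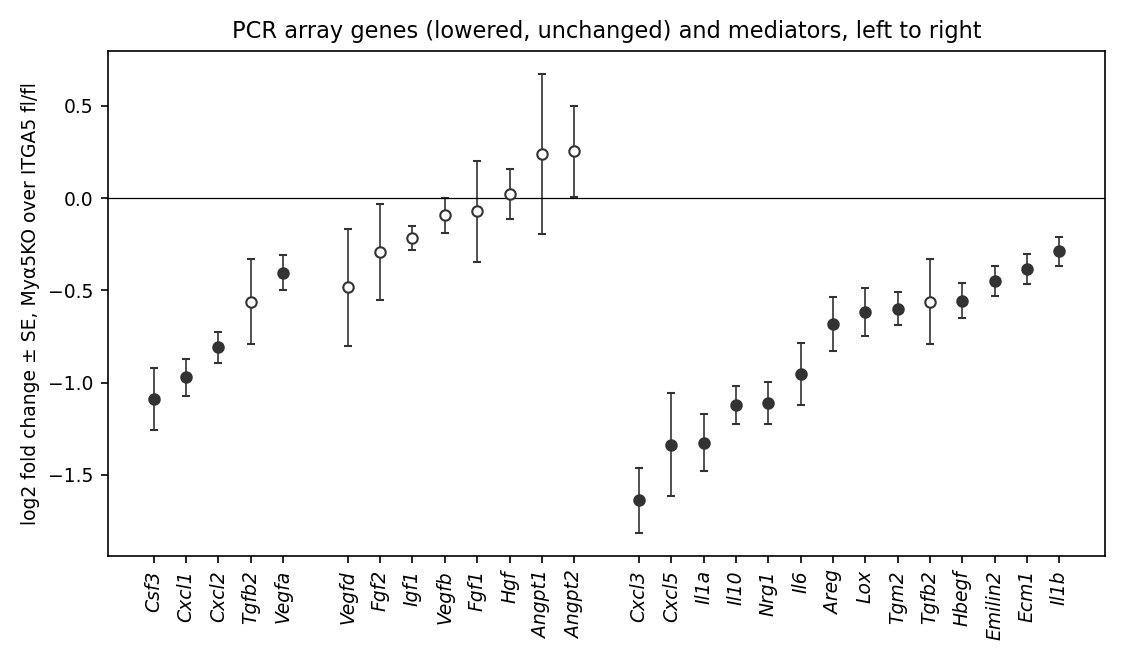
Log2 fold change of Myα5KO over ITGA5 fl/fl for 5 genes lowered on the PCR array, 8 without a difference on it and 14 mediators, in this order from left to right. Error bars are the SE of the edgeR fit (n = 3 per group), filled points have an adjusted p of 0.05 or less over all genes tested, and Tgfb2 appears in 2 of the lists.

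To see whether another integrin chain changed beside the target, 24 further integrin genes were examined, of which 22 were tested. Only Itgal (ENSMUSG00000030830, chromosome 7, 127296260 to 127335138) was called over all genes tested and over the list alone, with 62.6 ± 2.45 CPM in ITGA5 fl/fl and 78.5 ± 4.39 CPM in Myα5KO macrophages (log2 fold change 0.33, SE 0.07, edgeR adjusted p 0.00972). It was not called on the FPKM scale or without ITGA5 fl/fl replicate 2. The partner chain Itgb1 had 752 CPM in ITGA5 fl/fl and 708 CPM in Myα5KO macrophages, a difference that was not called (log2 fold change -0.09, edgeR adjusted p 0.503). Without ITGA5 fl/fl replicate 1, Itgam (-0.34) and Itgb7 (-0.34) were also called, both lower, and without Myα5KO replicate 3, Itga6 (0.34) was called higher and Itga7 (-0.75) lower. The study named the PI-3K and FAK pathways, from inhibitors and western blots in cultured bone marrow macrophages. It found that p38 and Erk MAP kinases were not involved. Transcript levels of kinase genes in infarct macrophages do not measure pathway activity, so they do not test those findings. Among 15 genes of PI-3K, FAK and MAP kinases, 3 were higher and 2 lower over all genes tested, and 3 higher and 3 lower when adjusted over the list alone. The following 5 were named after their values were seen. Pik3r5 fell by 0.66 and Pik3r1 by 0.27, whereas Pik3cd, Mapk14 and Pik3cg rose by 0.38, 0.32 and 0.31.

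Gene set tests asked whether lists of related genes moved together. With camera, 7 of 16 sets had an adjusted p of 0.05 or less. The 14 mediators (mean log2 fold change -0.83, adjusted p 2.33e-11) and the 5 array genes (-0.77, 2.54e-05) were lower. So were 17 targets of the transcription factor NRF2 (-0.42, camera adjusted p 1.89e-07), with 11 genes lower and 0 higher, and 22 targets of HIF-1 (-0.17, camera adjusted p 0.0087), with 6 lower and 0 higher. Interferon response genes were higher (0.36, camera adjusted p 4.45e-07), with 13 of 18 called higher and 1 lower. Immediate early genes were higher (0.26, camera adjusted p 0.0166), with 8 of 22 called higher and 2 lower. When adjusted over the list alone, 15 of these were higher and 4 lower. The angiogenic macrophage list was lower (-0.51, camera adjusted p 0.00972), but it contains Itga5 itself. Without Itga5 its mean log2 fold change was -0.12 and it was not called (camera adjusted p 0.126). With fry, 6 sets were called and 5 of them were also called by camera: the array genes, mediators, angiogenic list, NRF2 targets and interferon response. The sixth was the reparative list. Under an estimated correlation 0 sets were called, with 3 at an unadjusted p under 0.05. When a library was left out, the immediate early set lost its call without Myα5KO replicate 2 or 3 (means 0.24 and 0.14), and also with library-size scaling. The sets share genes, and the mediator list was drawn from these libraries. The pathway analysis of the study, which used these libraries and cultured cells, also predicted HIF1a and Nrf2 to be inhibited. The lower NRF2 and HIF-1 sets are therefore not independent evidence for that prediction. In the angiogenic list the called genes beside Itga5 were Vegfa, Ecm1 and Emilin2, which the study had named as lower.

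The reparative (mean log2 fold change -0.03), inflammatory (0.02), Irak3-expressing (-0.19), proliferating (0.11), monocyte (0.18), granulocyte (0.32), dendritic (0.17) and resident macrophage (0.05) lists and the 8 array genes without a difference (-0.08) were not called by camera. Members went both ways in several of them. In the granulocyte list 3 genes were higher and 2 lower, and in the monocyte list 3 were higher and 1 lower. Single fits with a library left out called the dendritic, monocyte or proliferating list. Adjusted over the list alone, the numbers higher and lower were 6 and 2 for monocyte, 4 and 2 for granulocyte, 2 and 0 for dendritic, 2 and 0 for resident, 3 and 0 for proliferating, 2 and 2 for inflammatory, 1 and 2 for reparative and 1 and 4 for Irak3-expressing genes.

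Library composition was compared over 15 measures with an exact two-sided permutation test, in which no p can fall below 0.1. Mitochondrial genes held 0.976 ± 0.0286% of counts in ITGA5 fl/fl and 1.04 ± 0.0372% in Myα5KO libraries (SD, n = 3 each; exact p 0.1, adjusted p 0.25). The 10 most abundant genes held 8.62 ± 0.128% and 7.67 ± 0.272% (exact p 0.1, adjusted p 0.25). Markers of cardiomyocytes summed to 27.2 ± 1.45 and 19.9 ± 2.31 CPM, those of T and NK cells to 58.5 ± 1.24 and 71.1 ± 4.69 CPM, and those of fibroblasts to 1803 ± 141 and 1537 ± 184 CPM (exact p 0.1, 0.1 and 0.2). Dendritic cell markers summed to 164.7 ± 20.3 and 195.1 ± 9.47 CPM (exact p 0.1). The sums of B-cell, endothelial, granulocyte, monocyte and resident macrophage markers overlapped between the groups (exact p 0.4, 0.7, 0.6, 0.2 and 0.4). All these sums were scaled by library totals. TMM factors were 0.9686 to 0.9792 in ITGA5 fl/fl and 1.02 to 1.034 in Myα5KO, so TMM scaling would raise the former sums against the latter. Dendritic sums separated narrowly (at most 177.5 in ITGA5 fl/fl, at least 184.7 in Myα5KO). Fibroblast sums overlapped narrowly (at least 1698 in ITGA5 fl/fl, at most 1719 in Myα5KO). Whether these lists separated the groups thus depends on the scaling. Gene by gene, all 8 B-cell markers had a positive log2 fold change, with 3 called over all genes tested and 7 when adjusted over the list alone. All 14 fibroblast markers had a negative one (13 with library-size scaling), with 3 called over all genes tested and 9 when adjusted over the list alone. Of 11 tested cardiomyocyte markers 4 were lower, and of 8 tested T and NK cell markers 1 was higher over all genes tested and 3 when adjusted over the list alone. The endothelial list had 1 gene higher and 1 lower. Of 2 tested erythroid genes, 0 were called over all genes tested and 1 was lower when adjusted over the list alone. Ribosomal protein genes and haemoglobin genes did not separate the groups (exact p 0.7 and 0.3). The 4 Y-linked genes had 0 counts in each library, which allows up to 3 counts, and Xist was present at 815 to 981 CPM.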

Values the study reported

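The study reported 1506 genes with lower and 1177 genes with higher expression in infarct macrophages after loss of ITGA5.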

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

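The corrections for gene length and GC share, the thinning to equal depth and the angiogenic list without Itga5 were chosen after seeing the data. Itga5 and Lyz2 kept their direction under each alternative. Itga5 was called in all of them, with log2 fold changes from -3.69 to -3.58 across the 6 fits that each left out a library. Lyz2 ranged from -0.95 to -0.87 in those fits, and missed the threshold only in the test against 1.5-fold (-0.92, edgeR adjusted p 0.0776, within a range of 2.28e-39 to 0.0776 over its alternatives). All 1271 changed genes kept their sign under library-size, median-ratio and upper quartile scaling, and DESeq2 shared 1069 calls with edgeR.

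On the FPKM scale with a pseudocount of 1, 472 genes were changed (150 higher, 322 lower), with 7 mediators lower and 0 further integrin genes changed. With a pseudocount of 0.1 the counts were 448, 142, 306, 7 and 0. Both had 2 further integrin genes at an unadjusted p under 0.05. Fewer genes were tested there (11495), but 1203 of the 1271 changed genes were among them, so the filter explains few of the lost calls. On the simulated data limma on log2(FPKM + 1) also called fewer genes than edgeR (131 against 169), a smaller loss than here. The cause of the rest was not tested. An adjusted p of 0.01 left 470 genes (128 higher, 342 lower), by its construction. The test against 1.5-fold left 15 genes (1 higher, 14 lower), 0 of the 5 array genes, 4 mediators and 0 further integrin genes (0 also unadjusted), since it requires a larger change than most genes showed. Library-size scaling gave 1212 higher genes and 4 further integrin genes, with a median log2 fold change over all tested genes of 0.095 against 0.0146 with TMM. Without a count filter 798 genes were higher and 4 further integrin genes changed. In that fit the prior degrees of freedom were infinite, against 9.5 with the filter, so its p-values carry no spread of the single gene and were kept out of the ranges of adjusted p. Among the 8 array genes without a difference, 1 was called with DESeq2, upper quartile scaling, 10 counts in every library, protein-coding genes, and the length, GC and equal-depth alternatives. It was Igf1, whose adjusted p of 0.0552 lay close to the threshold.

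Leaving out a library reduced the number of changed genes to between 616 and 1091 (187 to 420 higher, 429 to 671 lower). It was 616 without ITGA5 fl/fl replicate 3, 723 without replicate 2 and 819 without Myα5KO replicate 2. These fits have fewer samples. Array genes lower ranged from 3 to 4, array genes without a difference from 0 to 1, mediators from 9 to 13, further integrin genes from 0 to 3 and called sets from 6 to 9. Under camera with an estimated correlation 0 sets were called, with 3 at an unadjusted p under 0.05. The angiogenic list lost its call without Itga5 (-0.12). The difference in mitochondrial share was 0.0215 percentage points once the 10 most abundant genes were left out, by construction, since the mitochondrial mt-Co1 is among them.

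The replicate numbers did not pair the libraries. Deviations from the group means correlated at 0.0509, -0.0576 and 0.0434 for same-numbered libraries, across genes. With the replicate block 1181 genes were changed (464 higher, 717 lower), 1099 of them shared. Il1b was not called in that fit, and no other named gene or set changed its call there.

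Reversals concerned values that were not called in either fit. The reversed values lay between -0.1758 (Itga2, without Myα5KO replicate 1) and 0.1377 (Fgf1, without ITGA5 fl/fl replicate 3). Angpt2 reversed from 0.2546 in the main fit. Under library-size scaling Fgf1 was 0.01002, Itgb2 0.0649, the array genes without a difference averaged 0.0009157 and the reparative list 0.05125. Hgf was -0.008934 with the GC correction and -0.02378 at equal depth. With a library left out, log2 fold changes ranged from -0.2526 to 0.1377 for Fgf1, -0.0996 to 0.2068 for Hgf, -0.002565 to 0.4984 for Angpt2, -0.1758 to 0.3024 for Itga2, -0.002801 to 0.3224 for Itga8, -0.3568 to 0.03641 for Itga2b, -0.06712 to 0.02152 for Itgb2, -0.01581 to 0.1575 for Itgb3 and -0.2618 to 0.08129 for Itgb8. Set means ranged from -0.1475 to 0.04826 for the array genes without a difference, -0.03874 to 0.06226 for the inflammatory list and -0.04319 to 0.1237 for the resident macrophage list. The cause was not tested. Over the named genes other than Itga5 and Lyz2 and all settings, 82 values lost their call and 20 gained one, and of the set values 13 lost and 8 gained one.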

Other observations

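The tests on GC share, equal depth, the immediate early covariate, the range of the marker genes, the fall of abundant genes, granule genes, Lyz1, cavity macrophages and the number of genes at an unadjusted p were chosen only after the results were seen.

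The number of changed genes was large beside other groupings of the same libraries. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes, the real one. The others gave 0. At an unadjusted p under 0.05 the real split gave 3353 genes and the others 293 to 830. With 10 splits the share is never under 0.1, so chance cannot be told apart by this count alone. Sex did not separate the groups, since Y-linked genes had 0 counts and the log2 fold change of Xist was -0.0744. Total counts did separate them, which is what a depth effect would need. After each library was thinned to the smallest total, 1132 of the 1271 genes were called again, which argues against depth as the whole cause. Corrections for gene length and GC share gave 1482 and 1262 changed genes, of which 1258 and 1181 were shared.

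A response to tissue digestion is a candidate explanation, since immediate early genes were higher together under camera. When adjusted over the list alone, 15 of the 22 genes were higher and 4 lower. Other values go against it: fry did not call the set (adjusted p 0.288), and Ier3 and Nfkbia were called lower (-0.41 and -0.32). The mean immediate early score did not separate the groups, with -0.137 in Myα5KO replicate 1 against -0.202 to -0.036 in ITGA5 fl/fl. Myα5KO replicates 2 and 3 scored 0.154 and 0.348, above every ITGA5 fl/fl library, which goes with a response to digestion. With this score as a covariate, 565 genes were changed, 479 of them shared. Of the 1271 genes, 1192 had an unadjusted p under 0.05 in that fit. Fold changes with the covariate followed those without it, with slopes of 0.912 for lower and 0.949 for higher genes. All 1271 kept their sign, but called genes did so under every alternative that tested them, so the sign decides nothing. The shared calls and the slopes argue against digestion as the whole cause. How far it contributes to the genes that lost their call stays open, because the covariate also takes up part of the difference between the groups.

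Cells of other types may contribute to part of the list. With sums scaled by library totals, 3 of 6 marker lists separated the groups. Cardiomyocyte markers were lower, and T and NK cell and dendritic cell markers higher, in Myα5KO. The separation of the dendritic list depends on the scaling, as does the overlap of the fibroblast list. A gene made only by such cells should move about as far as their markers. The 64 tested marker genes moved by -1.47 to 0.91 on the log2 scale, and 63 called genes (28 lower, 35 higher) moved further than any of them. For these 63 the 6 cell types are not a sufficient cause. The sums of the lists gave a narrower range, but 5 called marker genes lay outside it, so it was not used as a bound. Abundant lower genes give a second bound. The cardiomyocyte list, which holds abundant transcripts of these cells, fell by at most 10.9 CPM between any pair of libraries of different groups. The other lists fell by at most 0.539 on the log2 scale between any such pair, and none of their tested genes had a log2 fold change below that. A further 14 lower genes fell by more than both together allow in every such pair, Lyz2, Cxcl2, Txnrd1, Cxcl1 and Il10 among them. The lists were scaled by library totals but the genes with TMM factors, which makes this bound easier to exceed. Genes that exceed it narrowly, such as Cxcl2 and Cxcl1, are therefore not excluded. Lyz2 (at least 7073 CPM in ITGA5 fl/fl, at most 4070 in Myα5KO) and Il10 (at least 389.6, at most 227.3) exceed it by more. For such genes fewer cells of these types are not a sufficient cause either. For the other 1194 called genes (712 lower, 482 higher), cells of these types cannot be told apart from a change in the macrophages, because the lower genes exceed neither bound and the higher genes, to which only the first was applied, do not exceed it. Cell types without a list, and sources of single genes such as Ighv1-19, are not covered.

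Neutrophils left after depletion would move their transcripts together. In the granulocyte list 2 genes were called lower, Trem1 and Acod1, beside 3 called higher, S100a8, S100a9 and Lcn2, and the summed list overlapped between the groups. That sum says little on granule genes, since Csf3r, Trem1 and Il1r2 dominated it (155, 104 and 62.3 CPM in ITGA5 fl/fl). Infarct macrophages may express some genes of the list as well. Ltf, Camp, Ngp, S100a8, S100a9 and Lcn2 did move together across libraries. Each was highest in Myα5KO replicate 3, then in replicates 1 and 2, and lowest in ITGA5 fl/fl replicate 2. This order goes with remaining granulocytes. For the granule genes Ltf, Camp, Ngp, S100a8 and S100a9, remaining granulocytes or their precursors cannot be told apart from a change in the macrophages. Retnlg, a transcript of mature neutrophils, had a log2 fold change of -0.651 (edgeR adjusted p 0.311, 0.0156 to 1 over its alternatives), with few counts. Without ITGA5 fl/fl replicate 1 it was called lower (-1.04).

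Serpinb2, Alox15 and Prg4 were high in ITGA5 fl/fl replicates 2 and 3, whereas replicate 1 lay nearer the Myα5KO libraries. A candidate explanation is that macrophages of the pericardial or pleural cavity entered some libraries. A list of 8 further genes of such cells was written before their values were seen. In 6 of the 8, ITGA5 fl/fl replicates 2 and 3 both exceeded all other libraries, where independent genes would give 0.533 by chance. The genes of the list are not independent. F5 had 41.4 and 34.8 CPM in those libraries against 11.3 to 14.8 CPM in the others, and Naip1 5.35 and 4.72 CPM against 1.55 to 1.88 CPM. Gata6, which is among the 6, exceeded the others by a narrow margin, with 4.29 and 3.53 CPM against 3.03 to 3.37 CPM. Selp also exceeded the Myα5KO libraries in replicate 1, at 37.9 against 27.2 to 31.5 CPM. The other 2 of the 8 went against the pattern. Garnl3 was higher in all ITGA5 fl/fl libraries, replicate 1 included (5.90, 6.76 and 4.61 against 2.609 to 3.996 CPM), and Cxcl13 was highest in Myα5KO replicate 1 (25.2 CPM). Of the 8, 5 were called lower in Myα5KO, Garnl3 among them. The pattern is consistent with a varying share of cavity macrophages, and a difference in the infarcts between animals stays open, as untested.

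Lyz1 and Lyz2 moved in opposite directions. Reads shared between these paralogs would make Lyz1 fall with Lyz2, but it rose by 2.84 on the log2 scale, which argues against shared reads. An effect of the Cre knock-in on its neighbour is a candidate explanation, as Lyz1 lies beside the insertion. Cre is present in all Myα5KO and no ITGA5 fl/fl libraries, so this cannot be told apart from loss of the integrin. Of other tested genes within 1 Mb, 2 of 15 were changed, Frs2 and Mdm2, both lower. With Lyz1 and Lyz2 left out, 9.52% of 84 tested genes within 10 Mb of Lyz2 were changed, against 8.74% elsewhere (Fisher's exact two-sided p 0.701).

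DESeq2 called 407 genes higher and 756 lower at an adjusted p of 0.05 or less. Both counts are lower than those quoted from the study above. At an unadjusted p of 0.05 or less, DESeq2 gave 1177 genes higher and 1506 lower, 2683 in all, where 1380 of 27687 genes would pass by chance. These equal the counts quoted from the study above in both directions. A candidate explanation is that the quoted counts were made at an unadjusted p, although the methods of the study name an adjusted one. All 1271 genes changed in the edgeR test were among the 2683.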
